A study of Dunaliella salina with 6 samples.

How the data were processed

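The samples were 6 poly(A) RNA libraries of *Dunaliella salina* Bardawil (strain UTEX LB 2538), 3 from cultures without added iron and 3 from cultures with 1.5 µM added iron, each grown for 3 days. Per the labels' protocols, RNA was extracted with TRI Reagent, treated with DNase and selected for poly(A) tails. Reads were single-end and 50 nt long, and they were aligned with STAR to the authors' own assembly, per the series' design text. The deposited FPKM values (fragments per kb of transcript per 1000000 mapped reads) were computed by the authors with cuffdiff, for each gene and library, per the series' design text. The versions and options of STAR and cuffdiff, the treatment of reads that map to several places, the strandedness of the libraries and any further scaling between libraries are not given in the sources used here.

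The deposited FPKM table held 25081 genes in 6 columns, one per library, and every column of per-sample values was used. The deposited annotation, named by the authors as version 1.1, held 25074 gene models on 16 chromosomes, unplaced scaffolds, the plastome and the mitogenome. All coordinates below are from that annotation and count from 1. Of the genes in the table, 7 had no model in the annotation used here, 3756 had a symbol, 448 had a product name, 3843 had either and 7573 had a Pfam domain. Pfam domains are given in the annotation as accessions, and their names in the text come from general knowledge of Pfam. A reference table of another strain's assembly was not used, since 0 of its locus tags matched the table's identifiers. No genome sequence was used, so GC content and sequence similarity between genes were not analysed here.

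FPKM values are not counts, and the number of reads per library is not given in the sources used here. The lowest values were therefore searched for the step that a single read gives. For 18192 models with a single transcript and an exon length above 400 nt, FPKM was multiplied by the exon length less an offset between 0 and 300 nt, and the offset and step that the most models shared were taken. On 3 simulated libraries this search recovered the depth with an error of at most 0.177%. The steps implied 18500000, 19300000 and 21100000 reads for replicates 1, 2 and 3 without added iron and 21300000, 19100000 and 25000000 for replicates 1, 2 and 3 with added iron, on the authors' scale, which may include a scaling factor. Replicates 1 and 2 of both groups showed the step at 2 positions, with and without the offset, and replicate 3 of both groups showed it at 1 position, with the offset. Only 22.7% to 31.6% of the values under 10 reads lay within 0.05 of a whole read. Whole reads were therefore not recovered, no count model was run, and no counting interval is given.

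Genes with a mean FPKM of at least 1 over the 6 libraries were tested, 13909 in all. Values were transformed to log2(FPKM + 1) and compared with limma 3.58.1 in R 4.3.3, with group as the only term, an empirical Bayes mean-variance trend and Benjamini-Hochberg adjustment. Tests were two-sided, and the threshold was an adjusted p of 0.05. Fold changes are those of no added iron over added iron on the log2(FPKM + 1) scale, which understates the change of genes with low values, and their errors are the standard errors of the moderated fit. Group values are means ± SD of FPKM over 3 libraries. On simulated data with the spread of the 13909 genes and 200 genes changed, the fit for no added iron against added iron recovered 95% of the changed genes, 98.1% of those changed 4-fold and 91.5% of those changed 2-fold. False calls made up 5.47% of all calls on those data. The changed genes were drawn only from the more abundant of the tested genes, and their changes were added on the log2(FPKM + 1) scale. The recovery rates therefore do not cover tested genes with the lowest values. Values per library were compared with an exact permutation test of the difference of means, two-sided, whose smallest possible p with 3 against 3 libraries is 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps, and figures were drawn with matplotlib 3.10.9.

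The test, the filter, the alternatives and the rule for naming genes were fixed before the data were examined. Named in full were the 6 called genes with the largest rise and the 6 with the largest fall whose groups did not overlap, the 10 genes of an iron list with the smallest adjusted p, and the 3 genes with the highest mean FPKM. The iron list was a set of keywords and symbols for iron uptake, storage and iron-dependent or iron-sparing proteins. It drew on what is known of iron limitation in green algae, earlier work on this organism included, so it is not independent evidence. Symbols were matched with an optional trailing number or letter, which was decided after the annotation was seen. Transferrin genes, FER1, SUTP1, UBC16, DsB_g02807 and DsB_g05826 were chosen after their values were seen.

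Keyword lists were tested with limma's camera, with its preset correlation between genes of 0.01, for lists with at least 5 tested genes, with fry and with camera's estimated correlation beside it. The lists fixed beforehand were iron handling, photosystem I, photosystem II, light harvesting, ribosomal proteins, proteasome, cilia, iron-sulfur cluster assembly, mitochondrial respiration, histones, chlorophyll and heme synthesis, and carotenoid synthesis. Of these, iron-sulfur cluster assembly (3 tested genes), mitochondrial respiration (2) and histones (0 of 5 matched) were too small, and no gene matched the chlorophyll and carotenoid keywords. Further lists by Pfam domain, symbol or sequence were added after the annotation was seen and before any test, and were adjusted as a family of their own. They were run under other scalings, but not under the other alternatives. Nuclear and plastome members of both photosystem lists, and both ribosomal lists without genes of another kind, were tested after the results had been seen and adjusted as 6 parts. These parts were run with deposited FPKM and with quantile normalization. On simulated data, camera called a list of shifted genes and did not call a list of unshifted ones. The simulated genes varied independently of each other, so this does not check the preset correlation of 0.01.

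Alternatives were a pseudocount of 0.1, no filter, a minimum mean FPKM of 5, columns rescaled to a sum of 1000000, median-of-ratios factors, quantile normalization, the replicate number as a block, no mean-variance trend, library quality weights, an adjusted p of 0.01 and leaving out each library in turn. Fits restricted to the libraries with 2 step positions, or with the kind of step as a covariate, were added after the data were seen.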

Results

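*Dunaliella salina* is a unicellular, halotolerant green alga without a rigid cell wall, and Bardawil is a strain of it known for carotene accumulation. Gene expression was measured in liquid cultures grown for 3 days in medium with 1 M NaCl at 24 °C, under constant light of 50 µE per m² per s and shaking at 140 rpm. The medium contained either 0 or 1.5 µM added iron, with 3 cultures of each kind, and 1 poly(A) RNA library was sequenced per culture with 50 nt single-end reads. The single comparison in the design asks which transcripts change in abundance when no iron is added.

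The number of reads per library is not given in the sources used here. The smallest steps between low FPKM values implied 18500000, 19300000 and 21100000 reads for replicates 1, 2 and 3 without added iron, and 21300000, 19100000 and 25000000 for those with added iron, on the authors' scale. Summed FPKM was 537245, 494886 and 472982 without added iron and 559402, 538457 and 610113 with it. The groups differed in this sum with an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. Of the 25081 genes in the table, 5944 were listed at 0 in every library. An FPKM of at least 1 was reached by 13897 ± 38.4 genes without added iron and 13832 ± 36.8 genes with it (SD, n = 3). This difference of 65 genes did not exceed what other splits of the libraries gave (exact permutation p = 0.2). The 10 genes of highest mean FPKM held 7.10% ± 0.239 of the summed FPKM without added iron and 8.73% ± 0.142 with it (SD, n = 3; exact permutation p = 0.1, the smallest possible). For the 100 genes of highest mean FPKM these shares were 30.4% and 35.0%, a difference of -4.65 percentage points with the same exact permutation p of 0.1.

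The first principal component of the tested genes held 63.3% of the variance and separated the groups. Replicates 1, 2 and 3 without added iron had scores of 30, 32.4 and 18.3, and those with added iron had scores of -25.2, -27.1 and -28.4. Replicate 3 without added iron thus lay closer to the other group than replicates 1 and 2 did. The second component held 13.1%.

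Of 13909 genes tested, 1306 (9.39%) differed between the groups at an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. Without added iron, 583 of them were higher and 723 were lower. The smallest absolute log2 fold change among these genes was 0.28. A difference of at least 2-fold was found for 292 of them, 147 higher and 145 lower. At 4-fold, 45 were higher and 28 lower, and at 16-fold 24 were higher and 3 lower. The groups did not overlap for 4205 tested genes, 30.2% of them, where chance gives 10%. Of the 1306 genes, 873 had neither a symbol nor a product name. The count depended on scaling, and its balance of higher and lower genes on 1 of the 3 scalings tried: with columns rescaled to a sum of 1000000, 3700 genes differed, 3150 of them higher and 550 lower, and the median log2 fold change of all tested genes moved from 0.00 to 0.17. The share of higher genes was then 85.1%, against 44.6% with the deposited FPKM values. With median-of-ratios factors 1882 genes differed, 850 higher and 1032 lower (45.2% higher), and with quantile normalization 2148 differed, 48.9% of them higher.

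**Figure D1:**
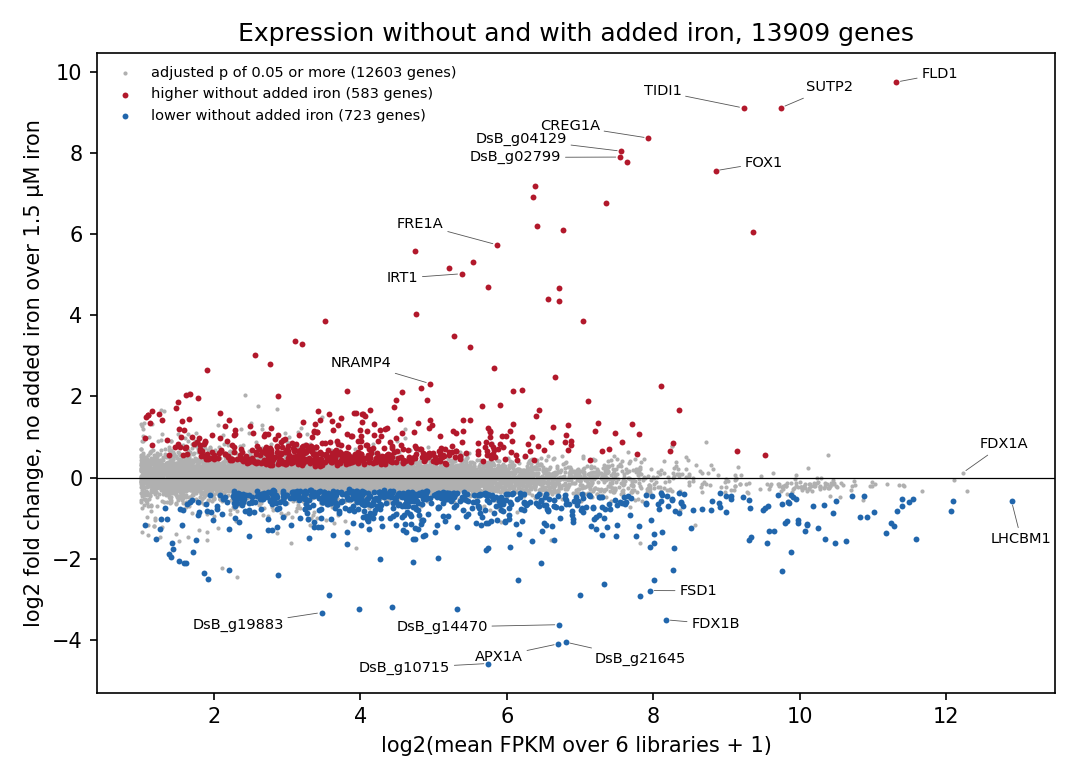
Fitted log2 fold change of each of 13909 tested genes (vertical axis, no added iron over 1.5 µM iron, log2(FPKM + 1) scale) against the log2 of its mean FPKM plus 1 over 6 libraries (horizontal axis). Each point is a gene; the 583 red genes were higher and the 723 blue genes lower without added iron at an adjusted p under 0.05, and the changes above 8 belong to FLD1, SUTP2, TIDI1, CREG1A and DsB_g04129.

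The libraries also fell into 2 kinds by the steps in their low values, replicates 1 and 2 of both groups against replicate 3 of both groups, and the comparison was repeated within each kind. In replicates 1 and 2 alone, 1689 genes differed, 1028 higher and 661 lower, and 1006 of these were among the 1306 genes of the whole comparison. Replicate 3 alone has 1 library per group and allows no test. Of the 1689 genes, 1355 (80.2%) differed in the same direction between both replicate 3 libraries. For genes at least 2-fold higher in replicates 1 and 2 this was 173 of 181, and for genes at least 2-fold lower it was 159 of 173. The median log2 difference of the 181 higher genes was 1.56 in replicates 1 and 2 and 0.93 in replicate 3, and that of the 173 lower genes was -1.37 and -1.11. Over all 1689 genes these medians were 0.43 and -0.05.

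On the log2(FPKM + 1) scale, the largest rise without added iron was that of FLD1 (DsB_g22146). It is a gene with a flavodoxin domain and 9 exons on the minus strand of chromosome 13, from 13823246 to 13826509. Its FPKM was 5097 ± 1283 without added iron and 4.84 ± 0.687 with it (SD, n = 3), a log2 fold change of 9.74 (SE 0.195, limma adjusted p = 1.44e-07). SUTP2 (DsB_g23332), with 45 exons on the plus strand of chromosome 15 from 3235431 to 3257681, rose from 2.09 ± 0.196 to 1712 ± 162 (SD, n = 3), by 9.11 (SE 0.106, limma adjusted p = 5.84e-09). TIDI1 (DsB_g05644), a gene with a chlorophyll a/b-binding domain and 9 exons on the plus strand of chromosome 3 from 12169476 to 12173939, rose from 1.06 ± 0.0974 to 1200 ± 447 (SD, n = 3), by 9.10 (SE 0.269, limma adjusted p = 6.33e-07). CREG1A (DsB_g13618), on the minus strand of chromosome 7 from 15898689 to 15903326, rose from 0.434 ± 0.189 to 485 ± 146 (SD, n = 3), by 8.36 (SE 0.225, limma adjusted p = 4.45e-07). It lies 243 nt from SUTP1 on the opposite strand, and whether counting used the strand is not given in the sources used here. DsB_g04129 (chromosome 2, 23441193 to 23449753, minus strand) and DsB_g02799 (chromosome 2, 7860075 to 7860984, minus strand) have neither symbol nor domain in the annotation, and they rose by 8.04 and 7.89 on the log2 scale. Where the value with added iron was under 1 FPKM, the fold change depended on the pseudocount: with 0.1 in place of 1 that of CREG1A was 9.84. The steps implied 13.97, 4.99 and 11.01 reads of CREG1A in replicates 1, 2 and 3 with added iron. In all 6 of these genes replicate 3 had the lowest FPKM of the libraries without added iron.

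The largest fall was that of DsB_g10715, a gene with 3 exons on the plus strand of chromosome 5 from 23597117 to 23598967 and an iron-binding zinc-finger CDGSH domain. Its FPKM was 3.45 ± 1.59 without added iron and 102 ± 2.87 with it (SD, n = 3), a log2 fold change of -4.58 (SE 0.213, limma adjusted p = 1.06e-05). APX1A (DsB_g12482), a gene with a peroxidase domain on the minus strand of chromosome 6 from 23496930 to 23510447, changed by -4.10 (SE 0.119, limma adjusted p = 6.32e-07), from 196 ± 17.0 to 10.5 ± 1.41 FPKM (SD, n = 3). DsB_g21645 (chromosome 13, 6725127 to 6732512, minus strand), with Rieske iron-sulfur domains, changed by -4.06. DsB_g14470 (chromosome 8, 5396280 to 5401946, plus strand), with a fasciclin domain, changed by -3.63. FDX1B (DsB_g19787), annotated as Ferredoxin-1 on the minus strand of chromosome 11 from 18599353 to 18601859, changed by -3.51 (SE 0.213, limma adjusted p = 6.30e-05), from 529 ± 16.7 to 47.4 ± 16.7 FPKM (SD, n = 3). DsB_g19883 (chromosome 11, 19973394 to 19982325, plus strand), without a domain, changed by -3.33. No model in the annotation overlapped any of these 12 genes. All 12 kept their direction and an adjusted p under 0.05 in every alternative of the processing that was run.

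The iron list matched 12 genes, and all were tested. Of these, 10 differed over all genes tested, and 10 when adjusted over the list alone, 7 of them higher and 3 lower without added iron. Besides FLD1, TIDI1 and FDX1B, the multicopper oxidase gene FOX1 (DsB_g14819, chromosome 8, 10273932 to 10291499) rose from 3.81 ± 0.690 to 917 ± 206 FPKM (SD, n = 3), a log2 fold change of 7.56 (SE 0.185, limma adjusted p = 3.78e-07). The ferric reductase-domain gene FRE1A (DsB_g20681, chromosome 12, 11204248 to 11218714) rose from 1.16 ± 0.449 to 113 ± 17.0 (SD, n = 3), by 5.73. IRT1 (DsB_g07584, chromosome 4, 6029845 to 6042394), with a ZIP metal transporter domain, rose from 1.48 ± 0.210 to 80.0 ± 12.6 (SD, n = 3), by 5.02. NRAMP4 (DsB_g19319, chromosome 11, 11071350 to 11093097) rose from 9.39 ± 1.82 to 50.6 ± 8.60 (SD, n = 3), by 2.31. The superoxide dismutase genes differed in direction: FSD1 (DsB_g16326, chromosome 9, 8636854 to 8639578) changed by -2.78, from 431 ± 19.9 to 62.8 ± 15.2 FPKM (SD, n = 3), and MSD1 (DsB_g10653, chromosome 5, 22395165 to 22410441) by 0.77, from 62.6 ± 7.12 to 107 ± 10.8 (SD, n = 3; limma adjusted p = 7.68e-03). FRE1B (DsB_g09352, chromosome 5, 2695423 to 2722155) changed by -0.35 (limma adjusted p = 0.0326), which passed the threshold in some alternatives only. The list members FDX1A and MSD2 did not differ, with limma adjusted p of 0.531 and 0.841. How reads common to FDX1A and FDX1B, or to FRE1A and FRE1B, were assigned is not given in the sources used here.

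**Figure D2:**
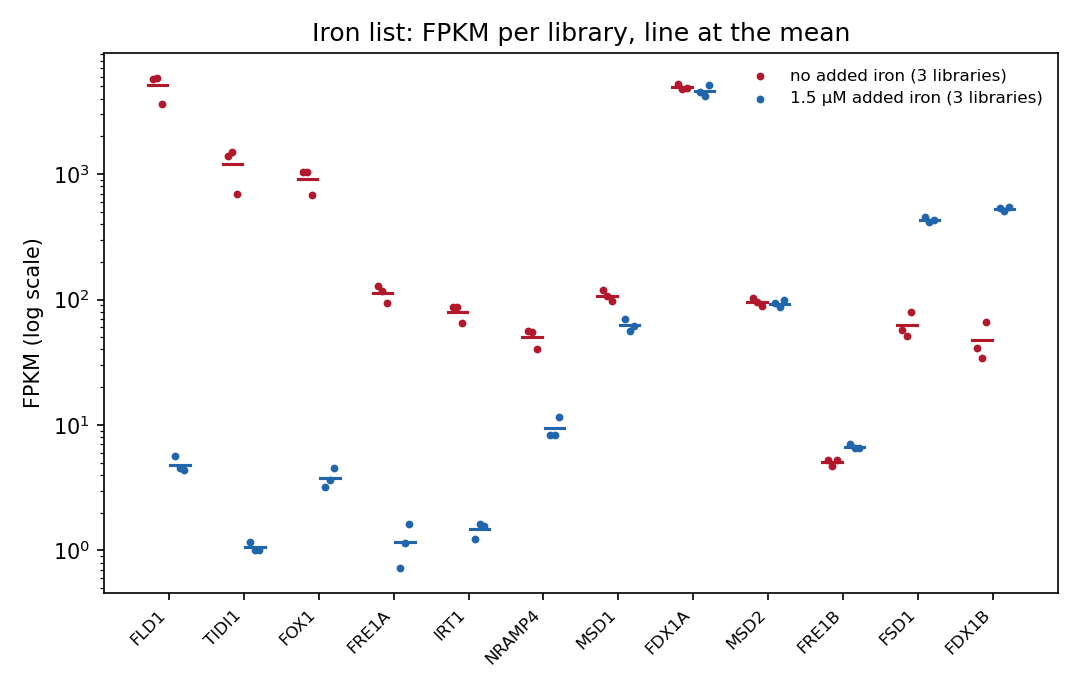
FPKM per library (vertical axis, log scale) of the 12 genes of the iron list (horizontal axis), with 3 libraries without added iron in red, 3 with 1.5 µM added iron in blue and a line at each group's mean. FLD1 lies at a mean of 5097 without and 4.84 with added iron, FDX1B at 47.4 and 529, and the groups of FDX1A and MSD2 overlap.

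The 3 genes of highest mean FPKM were LHCBM1, RPL29 and FDX1A. LHCBM1 (DsB_g04212, chromosome 2, 24620160 to 24623231), with a chlorophyll a/b-binding domain, had an FPKM of 6083 ± 345 without added iron and 9108 ± 599 with it (SD, n = 3), a log2 fold change of -0.58 (limma adjusted p = 5.76e-03). With quantile normalization its fold change was -0.14 and its adjusted p 0.440, but this scaling cannot test LHCBM1. Quantile normalization gives the highest gene of each library the same value. LHCBM1 was highest in every library but replicate 2 without added iron, where FLD1 had 5890 FPKM and LHCBM1 5813. LHCBM1 also lost the threshold without the filter on low values, at an unchanged fold change (adjusted p = 0.226), and in the libraries with 2 step positions (-0.51, adjusted p = 0.0685). RPL29 (DsB_g02128, chromosome 1, 31069674 to 31070878) did not pass the threshold at -0.33 (limma adjusted p = 0.0762), and neither did FDX1A (DsB_g09273, chromosome 5, 1325198 to 1326824) at 0.11. The exons of RPL29 sum to 180 nt, less than the length offset of 202 or 203 nt found in the libraries, so its FPKM rests on a length correction that could not be checked.

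After the values had been seen, 6 genes with a transferrin domain and FER1, a gene with a ferritin domain whose symbol the keywords missed, were also examined. TFN1 (DsB_g18899, chromosome 11, 4952800 to 4965591) rose without added iron from 19.1 ± 5.81 to 1290 ± 184 FPKM (SD, n = 3), by 6.04 on the log2 scale (limma adjusted p = 2.18e-06). TFN3 (DsB_g05825, chromosome 3, 14233501 to 14260637) rose from 0.0759 ± 0.0290 to 51.3 ± 9.45 (SD, n = 3), by 5.59. With a pseudocount of 0.1 the rise of TFN3 was 8.19, above the 6.11 of TFN1. TFN6 rose by 2.27 and TFN5 by 1.31. TFN4 changed by -0.55 (limma adjusted p = 0.0205), with an adjusted p above the threshold without replicate 1 or replicate 2 of no added iron (0.0699 and 0.0677) and without the filter on low values (0.0682). TFN7 did not pass the threshold at 0.20 (limma adjusted p = 0.200). FER1 (DsB_g16022, chromosome 9, 4403273 to 4406494) changed by -2.52, from 440 ± 71.1 to 75.6 ± 8.56 FPKM (SD, n = 3; limma adjusted p = 3.50e-05).

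Among the keyword lists, iron handling was higher without added iron by camera (median log2 fold change 1.54, adjusted p = 7.42e-06). Photosystem I genes were lower, with a median of -1.21 over 14 genes and a camera adjusted p of 8.91e-12. Of them 9 were lower and 0 higher by limma over all genes, with 12 differing at an unadjusted p under 0.05, and 12 passed when adjusted over the list alone. Light-harvesting genes were lower, with a median of -0.83 over 15 genes and a camera adjusted p of 3.28e-13. Of them 11 were lower over all genes tested, and 15 differed when adjusted over the list alone. Photosystem II genes had a median of -0.41 over 29 genes and a camera adjusted p of 5.42e-04, with 7 lower over all genes and 8 differing when adjusted over the list alone. Both photosystem lists mix nuclear and plastome genes, and the libraries were selected for poly(A) tails, which plastid transcripts mostly lack. In parts tested after these results had been seen, adjusted over 6 parts of lists, the 9 nuclear photosystem I genes were lower (median -1.32, camera adjusted p = 2.89e-14), as were the 15 tested nuclear photosystem II genes (median -0.41, 5.54e-05). The 5 plastome genes of photosystem I (median -0.27, camera adjusted p = 0.160) and the 14 of photosystem II (median -0.37, 0.254) did not pass. All 9 photosystem I genes that were lower by limma were nuclear, as were 6 of the 7 of photosystem II. Ribosomal protein genes were lower with deposited FPKM (median -0.20 over 61 genes, camera adjusted p = 9.32e-08) and higher with quantile normalization (camera adjusted p = 6.25e-11). With deposited FPKM, 2 of them were lower over all genes by limma, and 0 when adjusted over the list alone, where 13 had an unadjusted p under 0.05. The product name of RSP3 put it on this list, although its symbol and domain are those of a radial spoke protein. Without it the median was -0.20 with deposited FPKM (camera adjusted p over the 6 parts = 6.52e-08). With quantile normalization the list without RSP3 had a median of 0.15, with 25 genes higher and 1 lower by limma. Proteasome genes had a median of 0.14 over 11 genes and a camera adjusted p of 0.0480. By limma 0 of the 11 passed over all genes or over the list alone, and 2 had an unadjusted p under 0.05. This call was lost in several alternatives, among them those without replicate 1 or 2 of no added iron (adjusted p of 0.150 and 0.0945) and without replicate 1 or 2 of added iron (0.122 and 0.112). The cilia list did not differ (median -0.01, camera adjusted p = 0.647), with 1 of 26 genes lower over all genes, 0 adjusted over the list alone and 5 at an unadjusted p under 0.05. Under fry, the calls for iron handling, photosystem I, light harvesting and photosystem II held, with adjusted p of 8.66e-05, 7.81e-04, 1.73e-03 and 0.0219. Those for ribosomal proteins and the proteasome did not hold with deposited FPKM, with fry adjusted p of 0.171 and 0.282. With quantile normalization, ribosomal proteins without RSP3 passed under fry in the other direction, as higher (adjusted p over the 6 parts = 0.00755). With the correlation between genes estimated from these libraries no list passed, and the adjusted p ranged from 0.147 to 0.851.

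**Figure D3:**
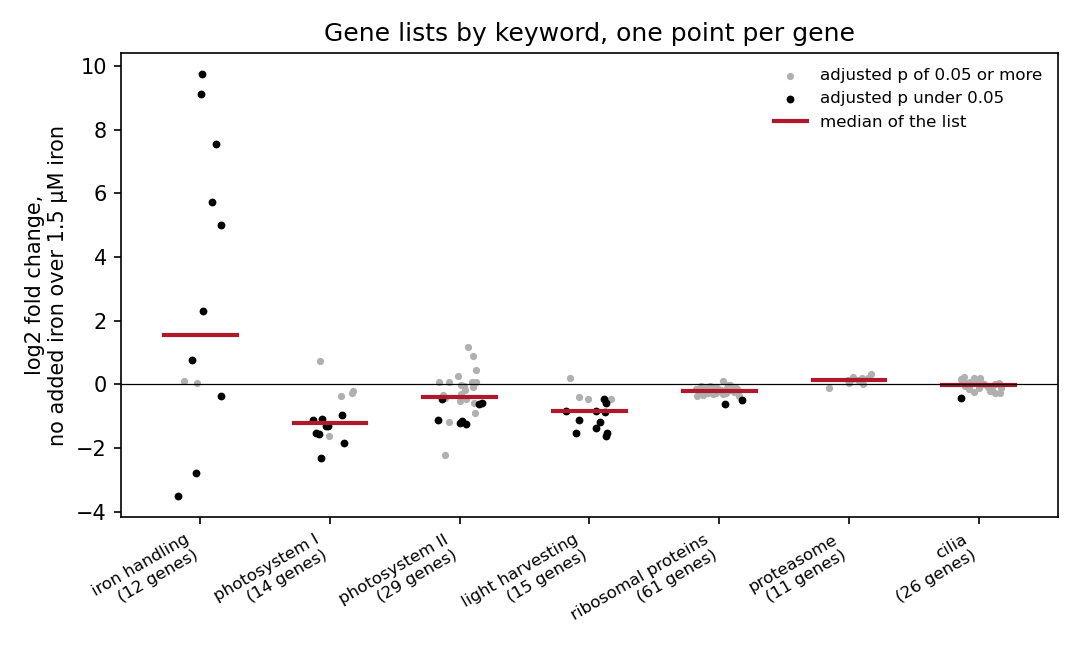
Log2 fold change (vertical axis, no added iron over 1.5 µM iron) of each tested gene in the 7 keyword lists (horizontal axis), with genes at an adjusted p under 0.05 in black and the others in grey, and a red line at each list's median. The median is 1.54 for iron handling, -1.21 for photosystem I and -0.83 for light harvesting, and -0.01 for cilia, whose sign changed when columns were rescaled to a sum of 1000000.

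Lists chosen after the annotation had been seen gave further values, adjusted over 14 such lists. Genes with a transferrin domain were higher (median 1.79 over 6 genes, camera adjusted p = 5.46e-06, fry adjusted p = 6.48e-04). Genes with a ferredoxin domain were lower (median -0.32 over 12 genes, camera adjusted p = 4.73e-05, fry adjusted p = 0.0101), as were those with a chlorophyll a/b-binding domain (median -0.47 over 23 genes, camera adjusted p = 5.46e-06, fry adjusted p = 0.0184). Flavodoxin-domain genes (camera adjusted p = 0.322) and ZIP-domain genes (0.692) passed under fry only, at 2.56e-03 and 0.0117, and for ZIP-domain genes the median of -0.01 and the mean of 0.52 differed in sign. Symbols of tetrapyrrole synthesis (median -0.26, camera adjusted p = 1.42e-03), of mitochondrial complexes (median -0.03, 3.63e-03), of cilia (median -0.07, 8.66e-03) and of cytosolic ribosomal proteins (median -0.20, 7.51e-08) were lower under camera, the last of them higher with quantile normalization (9.44e-11). Their fry adjusted p was 0.192, 0.192, 0.321 and 0.218. The symbol pattern for ribosomal proteins matched 87 genes, among them RPP14, RPP25, RPP30 and RPP40, which are symbols of RNase P subunits, and RPPK1 and RPPK2. With deposited FPKM, the 81 others had a median of -0.21 over 80 tested genes (camera adjusted p over the 6 parts = 2.67e-09, fry 0.145). With quantile normalization the same genes were higher, with a median of 0.13 (camera adjusted p over the 6 parts = 2.88e-12, fry 0.00904). The 70 tested plastome genes had a median of -0.43 (camera adjusted p = 1.82e-04, fry adjusted p = 0.263). Histone symbols had a median of 0.58 over 32 of 78 matched genes (camera adjusted p = 1.74e-03, fry adjusted p = 0.256), with 0 genes past the threshold by limma and 7 at an unadjusted p under 0.05. Symbols of iron-sulfur assembly (median -0.02, camera adjusted p = 0.147), carotenoid synthesis (median -0.04, mean 0.02, 0.886) and mitogenome genes (median -0.31, 0.480) did not pass. Their fry adjusted p was 0.258, 0.647 and 0.647. Members of the first 2 did differ by limma over all genes. Of 28 genes matched by iron-sulfur assembly symbols 6 were lower and 0 higher. Of 15 carotenoid synthesis genes 3 were higher and 2 lower. Adjusted over the list alone, 7 and 8 differed, and of the 6 mitogenome genes 0 did. The iron-sulfur match rests on symbols alone and took in NAR1A, NAR1B, NAR1C, NAR1D and CIA6, whose role in iron-sulfur assembly was not checked. Over all genes, 4 transferrin-domain genes were higher and 1 lower, 0 ferredoxin-domain genes higher and 6 lower, and 2 chlorophyll a/b-binding genes higher and 12 lower. Of the flavodoxin-domain and the ZIP-domain genes 1 each was higher and 1 lower. For tetrapyrrole synthesis 3 were higher and 8 lower, for cilia symbols 3 and 12, for mitochondrial complexes 0 and 15, for ribosomal symbols 0 and 2, and for plastome genes 0 and 8. These counts are for deposited FPKM. With quantile normalization, 29 genes were higher and 0 lower among ribosomal symbols without those of RNase P, RPPK1 and RPPK2. Lists by ferric reductase domains (3 tested genes) and multicopper oxidase domains (1 tested gene) were too small to test. With the correlation between genes estimated, none of the 14 lists passed, with adjusted p from 0.697 to 0.933. Under the scalings tried, the calls for symbols of cilia and histones were lost with columns rescaled to a sum of 1000000 (camera adjusted p of 0.445 for both), where mitogenome genes passed at 0.0448, and that for mitochondrial complexes was lost with quantile normalization (0.410).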

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

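The fits on libraries with 2 read-step positions, and with the kind of step as a covariate, were chosen only after the data had been seen. The number of genes that differed moved with most choices. From 1306 genes, 583 higher and 723 lower without added iron, it went to 3700, 3150 and 550 with columns rescaled to a sum of 1000000, where genes at least 2-fold higher went from 147 to 249. With median-of-ratios factors it was 1882, 850 and 1032, with quantile normalization 2148, 1051 and 1097, with library quality weights 3219, 1683 and 1536, and at an adjusted p of 0.01 485, 219 and 266. In the libraries with 2 read-step positions 1028 genes were higher, and 661 lower. The rescaling moved the median of all tested genes by 0.17 on the log2 scale, which accounts for the direction of most added calls. The cause of the other shifts was not tested. Of the 1306 genes, 1089 still differed after that rescaling, 1248 under quantile normalization and 1304 with library weights, but 764 without the filter on low values. Those that still differed had the same direction in each of these fits. The weights were lowest for replicate 3 without added iron (0.399) and highest for replicate 2 (2.92).

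With the replicate number as a block, 813 genes differed, 365 higher and 448 lower, and the proteasome list had a camera adjusted p of 0.0854. Of the 1306 genes, 748 differed in that fit. The replicate numbers did not pair the libraries: the deviations from the group means correlated at 0.0246, 0.0776 and -0.135 over genes for numbers 1, 2 and 3. Among the named genes, FRE1B was past the threshold without the block and not with it (0.0790). The block changed no other call among the 7 lists fixed beforehand that were tested, or among named genes. The added lists were not run with it.

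Leaving out 1 library gave from 585 to 1789 genes, 271 to 935 higher and 314 to 854 lower. Without replicate 1, 2 or 3 of added iron 789, 669 and 703 genes differed, and without replicate 1 or 2 of no added iron 738 and 585, as fewer libraries leave fewer degrees of freedom. Without replicate 3 of no added iron the count rose to 1789, of which 935 were higher, although a library fewer was used. In that fit 1175 of the 1306 genes differed, against 569 to 722 in the other 5. The counts of genes at least 2-fold different ranged from 248 to 366. The proteasome list ranged from 0.0119 to 0.150 and passed without replicate 3 of either group only. The cilia list ranged from 0.400 to 0.928 and was reversed without replicate 3 of no added iron, at 0.928.

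The cilia list, which never passed, was also reversed with columns rescaled to a sum of 1000000 (0.780). The ribosomal list was reversed with quantile normalization (6.25e-11) and did not pass under fry with deposited FPKM (0.171). Without RSP3 and with quantile normalization it passed under fry as higher (adjusted p over the 6 parts = 0.00755). The list stayed lower with columns rescaled to a sum of 1000000 (camera adjusted p = 5.85e-05) and with median-of-ratios factors (1.39e-10). With quantile normalization the fold changes of the 3 genes of highest mean FPKM also moved up. They went from -0.58 to -0.14 for LHCBM1, from -0.33 to -0.17 for RPL29 and from 0.11 to 0.38 for FDX1A. RPL29 is on the ribosomal list. Whether such a shift of abundant genes accounts for the reversal was not tested. The proteasome list did not pass with a minimum mean FPKM of 5 (0.0515), with the kind of read step as a covariate (0.0659) or under fry (0.282). With the correlation between genes estimated, the adjusted p was 0.147 for iron handling, 0.147 for photosystem I, 0.265 for photosystem II, 0.164 for light harvesting, 0.565 for ribosomal proteins and 0.595 for the proteasome. Under all other alternatives run, iron handling, photosystem I, photosystem II and light harvesting kept their direction and stayed past the threshold. The difference in genes detected went from 65 to -28 when every value above 0 was counted (exact permutation p = 0.7) and to 173 with columns rescaled to a sum of 1000000 (exact permutation p = 0.1, the smallest possible). The share of the highest genes was lower without added iron in every alternative. For the 10 highest genes the difference was -1.63 percentage points at first. The extremes were -4.65 for the 100 highest genes and -0.386 for the single highest gene. These are shares of other numbers of genes, so they do not show how stable the difference for 10 genes is. The exact permutation p ranged from 0.1 to 0.2.

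For the named genes, 537 of their values under alternatives kept direction and side of the threshold, 16 lost it and 8 gained it, and none changed sign. The losses were those of FRE1B, LHCBM1 and TFN4, and the gains those of RPL29, FDX1A and TFN7. Count models were planned only for the case of recovered whole reads, and they were not run. For genes under 1 FPKM with added iron the fold change depended on the pseudocount: with 0.1 in place of 1, TFN3 went from 5.59 to 8.19, SUTP1 from 6.92 to 8.66 and DsB_g02807 from 7.77 to 8.80.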

Other observations

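The tests of gene length, of mixing, depth and processing of replicate 3, and of split models, shared reads and spillover between neighbours were chosen only after the result had been seen. Those of other splits of the libraries and of chance placement were written down first.

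Of the 10 ways to split the 6 libraries into 3 and 3, only the split by iron gave as many as 1306 genes. The other 9 gave 0 by limma, with 168 to 1748 genes at an unadjusted p under 0.05. Each of those 9 mixes libraries with and without added iron, so a difference by iron adds to the spread within its groups. With 10 splits, 1 of 10 is the smallest share possible, so chance cannot be excluded by this count alone. Other values argue against chance for the 1306 genes as a set. The limma test that chose them was adjusted over all genes tested, and 292 of them changed at least 2-fold. The groups overlapped for none of them, but this is no separate evidence, since the genes were chosen by that test. Over all tested genes, the groups did not overlap for 30.2%, where chance gives 10%. Libraries of the same group correlated at 0.980 or more, and those of different groups at 0.962 or less. A bias with gene length is argued against as the whole cause: the largest shift of a fold change on removing each library's trend with exon length was 0.0595 on the log2 scale, while the smallest change among the 1306 genes was 0.28. After the removal 2047 genes differed.

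Replicate 3 without added iron lay between the other libraries of its group and the added-iron libraries. Genes changed at least 4-fold were chosen without it, and its position was expressed on the linear FPKM scale as deposited, from 0 at the added-iron mean to 1 at the mean of replicates 1 and 2. The median position was 0.576 for 56 genes higher without added iron (95% bootstrap interval 0.510 to 0.637) and 0.967 for 32 lower genes (0.932 to 0.994). RNA from added-iron cultures in this library would shift both kinds of genes alike, and the difference between them of -0.391 (-0.459 to -0.322) argues against a mixture large enough to explain the higher genes. The other libraries, placed in the same way, gave smaller differences, from -0.1086 to 0.2145. Their intervals excluded 0 too, so such an interval covers the spread over genes and not that between libraries. A mixture of the few percent that the lower genes would allow stays open. A lower depth is argued against by its low values, which imply 21100000 reads, more than the 18500000 and 19300000 of the other libraries of the group. Processing apart from the other replicates could apply, since replicate 3 of both groups shared the kind of read step. The deviations of both replicate 3 libraries from their group means correlated at -0.135 over genes (95% bootstrap interval -0.172 to -0.0957), where a shared shift would give a positive value. A candidate explanation that stays open is a culture that had gone less far into iron limitation. Nothing in the labels tests it. On the linear scale a lower gene lies near 1 once most of its fall is made. The positions therefore do not show that the falls were complete while the rises were not. Of the lower genes, 23 of 32 lay below 1 in this library, as did 54 of 56 higher genes.

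Genes at least 2-fold higher without added iron were often direct neighbours. Of 9538 neighbouring pairs with both genes tested, 16 had both genes in this class, against a mean of 1.05 and a maximum of 7 in 10000 shuffles of the calls among tested genes (permutation p = 0.0001, the smallest these shuffles can give). Genes at least 2-fold lower formed 12 pairs against a mean of 1.04 (permutation p = 0.0001, also the smallest possible). In 20 simulated placements, random calls passed 0.05 in 0 and calls with 10 planted pairs in 20. Of the 16 pairs, 11 were on the same strand and 5 on opposite strands, and all 5 were divergent, with 0 convergent where the shuffles gave a mean of 0.220.

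For the pairs on opposite strands, a gene split into 2 models is argued against, since the fold changes of all 5 pairs differed by more than 2 combined standard errors, where parts of 1 gene would share a fold change. For the 11 pairs on the same strand it stays open: the fold changes of only 2 of them, NRAMP4 with DsB_g19318 and DsB_g12594 with DsB_g12595, differed by more than 2 combined standard errors, and similar fold changes would arise from split models and from shared regulation alike.

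The 5 divergent pairs were chosen after their values were seen. Their rises are given with a pseudocount of 1, and a smaller one raised those of CREG1A, SUTP1, TFN3 and DsB_g02807 by more than 1 on the log2 scale. CREG1A and SUTP1 on chromosome 7 are 243 nt apart and rose by 8.36 and 6.92 on the log2 scale. TFN3 and DsB_g05826, with an adenylate cyclase domain, on chromosome 3 are 111 nt apart and rose by 5.59 and 4.02. UBC16 and DsB_g02807 on chromosome 2 are 233 nt apart and rose by 3.85 and 7.77. DsB_g03931 and DsB_g03932, 968 nt apart, rose by 5.15 and 1.13, and OST1 and DsB_g13142, which overlap, by 1.32 and 3.20. Reads shared by neighbouring copies cannot be told apart from the other explanations for these pairs, since both genes had domains, and shared none, in only 2 of the 5. Reads spilling over from a neighbour stay open too: the smaller FPKM rise was a median of 58.1% of the larger, which a wrongly placed model boundary could still give. Shared promoter regions may be a biological explanation, and no test here separates it from these.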
